A study of Mus musculus with 9 samples. Its data were reported in "RFX2 Is a Major Transcriptional Regulator of Spermiogenesis" (2015).

How the data were processed

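RNA-seq was performed by the authors on decapsulated testes of 9 mice at postnatal days 29 to 30 (P30), 5 wild type and 4 Rfx2-/-, with 1 library per mouse. RFX2 is a transcription factor of the RFX family, which binds the X-box motif, and the knockout removes a single exon of its gene. The mice were of a mixed background of 3 strains. Groups were taken from the genotype given for each mouse, and each column of the table was matched to its mouse by the animal number in its name. Replicate numbers were given in the order of deposition and pair no animals.

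The deposited table holds raw read counts per gene for 23074 Ensembl genes, in whole numbers and without normalisation. According to their methods, the authors extracted total RNA on silica columns, prepared TruSeq libraries, sequenced single reads of 50 bases on a HiSeq 2000, mapped them to GRCm38 (Ensembl release 70) with STAR and discarded reads with more than one position in the genome. Reads were counted with featureCounts over the merged exons of the protein coding isoforms of each gene, and those overlapping exons of different genes were left out. Another read length and another aligner are given elsewhere in the same methods, and neither software versions nor the use of strand are stated. These steps affect the counts of some genes. Genes with near-identical copies lose reads, genes that overlap on opposite strands can exchange reads if strand was not used, and a read from any remaining exon of the targeted gene is still counted. Every row named a gene, so no count was set aside.

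Gene names and positions were taken from GENCODE M21 (GRCm38), which contained 96.6% of the gene IDs. Total counts were 13574764 to 15193330 in 8 libraries and 28800855 in Rfx2-/- replicate 1. The floor was set at 3 counts, the upper limit of the true mean count at 95% confidence when 0 counts are observed, and corresponds to 0.0996 CPM (counts scaled by library total and TMM factor) in that library and 0.196 to 0.234 CPM in the others. Intervals and limits of this kind cover counting error only, since reads without molecular identifiers are not independent molecules. Comparison of the counts of each pair of libraries by chi-square gave 4.52 per gene or more within a genotype, far above the value of about 1 expected from sampling, so each library was treated as a separate replicate.

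Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (robust dispersion and prior, TMM scaling factors, genes kept by filterByExpr), with genotype as the single factor and Benjamini-Hochberg adjustment over the 15613 genes tested. A gene was called when its adjusted p was at or under 0.01 and its change exceeded 2-fold, the fold and p limits of the authors, who used DESeq; here the p-value is the adjusted one. CPM values are TMM-scaled and given as mean ± SD. The SE beside an edgeR log2 fold change is its absolute value divided by the square root of the F statistic. It is therefore approximate, above all for genes near 0 counts in a genotype. Genes at or under 3 counts in every library of one genotype were given the fold against that floor, written as at least this fold, in place of the fitted value. For genes with 1 to 3 observed counts in a library it is not a confidence limit. Gene lists with at least 4 genes tested were compared with camera of limma 3.58.1 (voom weights, preset correlation 0.01, adjusted over the lists), and with fry and camera with an estimated correlation as alternatives. Over-representation was tested with the two-sided Fisher's exact test over the genes tested.

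Gene lists were fixed before the data were examined. The genes with an RFX2 promoter peak in chromatin immunoprecipitation at P21, those of them annotated to cilia, the genes lower or higher in Rfx2-/- at P21, the genes whose mutants arrest as spermatids and a set of genes bound by and dependent on CREM, a spermatid transcription factor, were taken from the study's supplementary tables. The CREM set holds the 233 genes marked there, fewer than the number given in the study's text, and the reason for the difference is not known. Lists of intraflagellar transport (IFT), Bardet-Biedl (BBS), transition zone, primary ciliary dyskinesia and axonemal dynein chain genes and of markers of testis cell types were written from general knowledge, after reading the study. Most of the transition zone genes and some of the primary ciliary dyskinesia genes are named in its text. The genes named in the text were the 6 lower and the 6 higher called genes with the largest fold change among those with a mean of at least 50 counts and no overlap between genotypes, together with Rfx2, the RFX family and genes that the study names. Genes without a name in the annotation were left out of this rule. The result of a gene that the study names is not reported here.

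The procedure was tested on simulated counts drawn from the wild type means, the library sizes and the fitted dispersions, with 200 genes changed. It recovered 95% of the 100 genes changed 4-fold and 100% of the 100 genes changed 8-fold, with 1 false call among 15208 unchanged genes. With no gene changed there were 0 calls among 15402 genes. The changed genes had a wild type mean of at least 1 CPM. Genes were drawn independently, with the same dispersion in both genotypes. Recovery near the 2-fold limit, and false calls when the knockout libraries vary more than the wild type ones, were therefore not tested.

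Alternatives chosen before the data were examined were DESeq2 size factors, total counts without scaling factors, 2 other filters on low counts, edgeR without the robust prior, DESeq2 1.42.0, limma voom, omission of each library, an unadjusted p, an adjusted p of 0.05, a test against the fold threshold (glmTreat), other gene list tests and windows of 5 and 20 Mb around Rfx2. Removal of a transcript length trend from each library (loess) and thinning of the deepest library to the median total of the others were added after seeing the data. Shared sequence was measured as the share of 50-base stretches of a gene's M21 transcripts found in another gene, for each gene named by rule or by the study. Figures were drawn with matplotlib. The P21 libraries of the study and the reads were not analysed here.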

Results

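Gene expression was measured by RNA-seq in whole testes of 5 wild type and 4 Rfx2-/- mice at P30, an age at which spermatids are present. The comparison asked which mRNAs differ in level between the genotypes. The study reports by histology that Rfx2-/- spermatids arrest before elongation. Differences in whole testes can therefore reflect altered cell composition as well as dependence on RFX2. Total counts were 13574764, 13580745, 14343765, 14328171 and 14381047 in wild type replicates 1 to 5, and 28800855, 13868318, 13605958 and 15193330 in Rfx2-/- replicates 1 to 4. Between 18468 and 19574 genes had at least 1 count. The first principal component held 53.7% of the variance and separated the genotypes, and the second held 20.2%. The biological coefficient of variation was 0.139 among the wild type libraries (n = 5) and 0.310 among the Rfx2-/- libraries (n = 4), so that the knockout libraries set most of the error of the comparisons. Without Rfx2-/- replicate 2 the knockout value was 0.188. That library differed from the other knockout libraries by gene length, with a median log2 deviation of 0.64 for genes with under 2 kb of exons and -0.67 for genes over 8 kb.

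**Figure D1:**
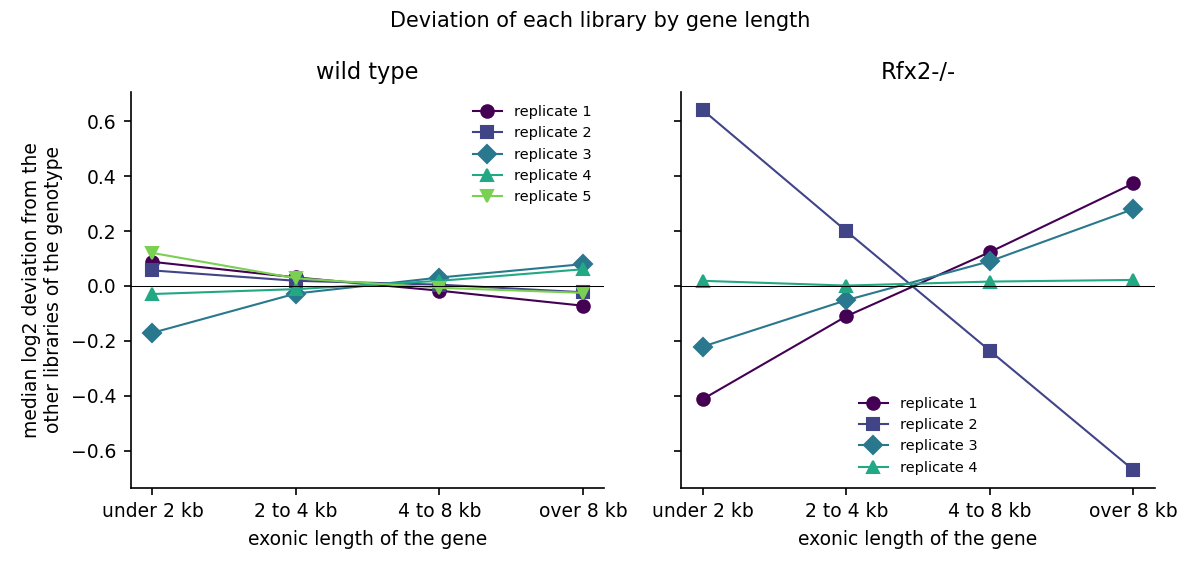
Median log2 deviation of each library from the other libraries of its genotype (vertical axis) by exonic length of the gene (horizontal axis). Rfx2-/- replicate 2 falls from 0.64 under 2 kb to -0.67 over 8 kb, while replicate 1 rises from -0.41 to 0.37.

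The targeted gene was examined first. Rfx2 (ENSMUSG00000024206, GRCm38 chromosome 17, 56775897 to 56831013, minus strand) had 549 ± 54.5 CPM in wild type testes (SD, n = 5) and 146.1 ± 59.8 CPM in Rfx2-/- testes (SD, n = 4), or 26.6% of the wild type mean. The wild type libraries ranged from 470.9 to 623.8 CPM and the knockout libraries had 199.2, 61.51, 151.1 and 172.7 CPM, without overlap. The log2 fold change was -1.91 (SE 0.28) with an adjusted p of 7.81e-04 in edgeR. A test for a change beyond 2-fold, added after seeing the data, did not pass (edgeR adjusted p 0.0282), and the adjusted p ranged from 1.78e-10 to 0.0282 over the alternatives. Counts per gene do not separate exons, so the remaining reads were not assigned to a part of the gene. The alternative that moved this value most was the omission of Rfx2-/- replicate 2, with a log2 fold change of -1.65.

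Of 15613 genes tested, 575 (3.68%) were called lower and 129 (0.826%) higher in Rfx2-/- testes, and lower genes made up 81.7% of all calls. The largest shift came from a test against the fold threshold itself, which called 272 genes lower and 29 higher. At an adjusted p of 0.05 without a fold limit, 1142 genes were lower and 544 higher. Genotypes did not overlap in 563 of the 575 lower calls and in all but 1 of the 129 higher calls, whereas complete separation occurred in 15.9% of all tested genes and would occur in 1.59% by chance. A change of more than 10-fold was fitted for 129 lower and 10 higher genes. All 4 knockout libraries had 3 or fewer counts in 28 of these lower genes, and with those genes held at their lower bound 116 genes exceeded 10-fold. The median log2 fold change was -1.91 for lower calls, 1.55 for higher calls and 0.03 for all tested genes.

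**Figure D2:**
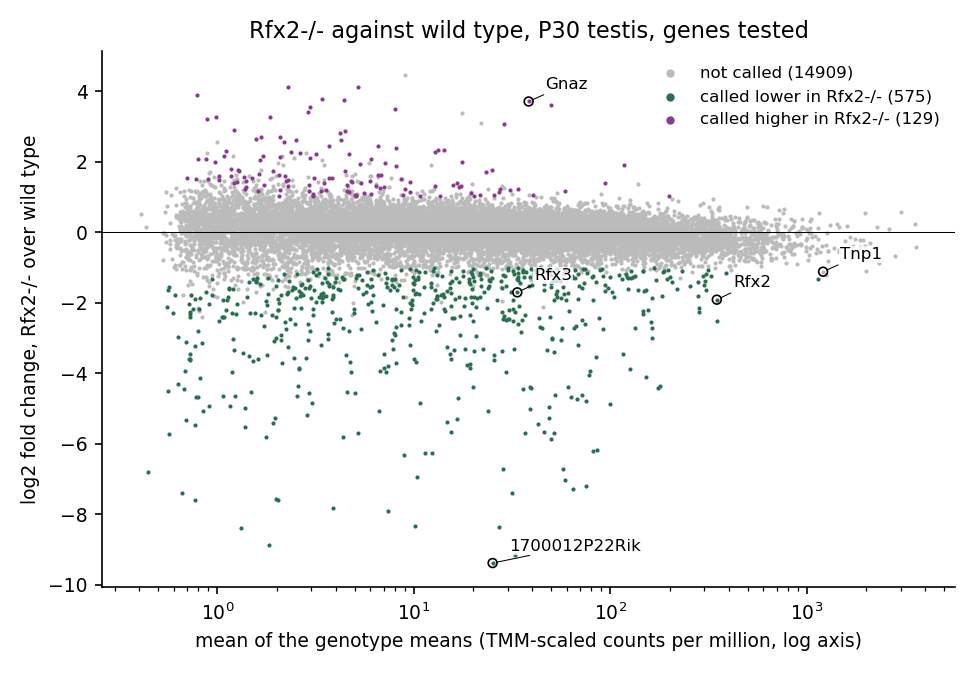
Log2 fold change of Rfx2-/- over wild type (vertical axis) against the mean of the genotype means in TMM-scaled CPM (horizontal axis, log scale) for the 15613 genes tested, with called genes in colour and 5 genes circled. The 575 lower calls reach further from 0 than the 129 higher calls.

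The 6 lower genes selected by the naming rule were nearly silent in Rfx2-/- testes. Compared with the floor of 3 counts per library, 1700012P22Rik (chromosome 4, 144418189 to 144438772) was at least 286-fold lower, from 50.2 ± 6.44 CPM in wild type (SD, n = 5; edgeR adjusted p 3.41e-09). By the same measure 1700001C02Rik (chromosome 5) was at least 372-fold lower, Ckmt2 (chromosome 13) at least 116-fold, Olfr701 (chromosome 7) at least 83.7-fold and Gm12695 (chromosome 4) at least 44.1-fold. Their edgeR adjusted p-values ranged from 2.14e-07 to 3.41e-09. Apobec4 (chromosome 1, 152750551 to 152757544) had 54.2 ± 7.82 CPM in wild type and 0.142 ± 0.07 CPM in Rfx2-/- testes, or 0.261% of wild type. Apobec4 lies within the span of Rgl1, and Ckmt2 overlaps 1700119I11Rik. Ckmt2 shared 2.505% of its transcript sequence with other genes and the other 5 genes less.

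The 6 higher genes had low but detectable levels in wild type testes. A530064D06Rik (ENSMUSG00000043939, chromosome 17, 48149126 to 48167275) rose from 0.569 ± 0.22 to 9.86 ± 3.40 CPM, a log2 fold change of 4.11 (SE 0.32, edgeR adjusted p 3.20e-06). Prr16 (chromosome 18) and Rrh (chromosome 3) had log2 fold changes of 3.78 and 3.76. Gnaz (chromosome 10, 74967177 to 75016907) rose from 5.43 ± 1.104 to 71.2 ± 17.2 CPM, a log2 fold change of 3.71 (SE 0.20, edgeR adjusted p 1.52e-07), and its span overlaps Rsph14. Tnfrsf21 (chromosome 17) rose from 7.49 ± 1.45 to 92.2 ± 19.04 CPM, a log2 fold change of 3.62. Itgax (chromosome 7) had a log2 fold change of 3.50, with 8.36 CPM in Rfx2-/- replicate 2 against 16.4 to 17.5 CPM in the other knockout libraries. A530064D06Rik and Itgax shared 7.81% and 8.02% of their transcript sequence with other genes. Every mean here is over 5 wild type and 4 Rfx2-/- libraries.

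Whether genes with RFX2 bound at their promoter were among those changed was tested next, using peaks of a separate chromatin immunoprecipitation at P21. Of 953 promoter-bound genes tested, 106 (11.1%) were called lower, compared with 469 of 14660 other genes (3.20%). The odds ratio was 3.79 (95% confidence interval 3.003 to 4.741, two-sided Fisher's exact p 1.91e-25), and the alternatives placed it between 2.96 (unadjusted p) and 4.81 (all genes with at least 1 count). Bound genes accordingly made up 18.4% of the lower calls and 6.10% of the genes tested. Among bound genes, those annotated to cilia were called lower in 73 of 437 cases (16.7%) and the remainder in 33 of 516 (6.40%), an odds ratio of 2.93 (Fisher's exact p 4.96e-07). Only 3 bound genes (0.315%) were called higher, against 0.859% of other genes, and this difference was not significant (odds ratio 0.364, Fisher's exact p 0.0924). They were Gnaz and, chosen after their values were seen, Ddx31 and Gm26661, with log2 fold changes of 1.07 each. The depletion of higher calls passed p 0.05 with 4 alternatives, including DESeq2 (odds ratio 0.395, p 0.0347).

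The gene lists were compared as sets. The genes of the P21 list of lower genes had a median log2 fold change of -3.19 (camera adjusted p 1.08e-93, fry adjusted p 4.07e-08). Every tested gene of this list was lower and 92 were called. With 7 genes held at their floor bound the median was -2.91. The 67 genes higher at P21 had a median of 0.42 (camera adjusted p 3.93e-10, fry adjusted p 0.0109), 55 of them above 0, with 9 called higher. Primary ciliary dyskinesia genes had a median of -0.69 (camera adjusted p 3.79e-10) with 23 of 30 below 0 and 9 called lower, all 9 of them genes that the study names from these libraries. All RFX2 promoter-bound genes had a median of -0.18 (camera adjusted p 5.11e-09), with 630 of 953 below 0, against -0.26 for the cilia-annotated ones (camera adjusted p 9.12e-12). Axonemal dynein chains had a median of -0.67 (camera adjusted p 8.39e-06) with 4 of 19 called. This value was uneven, since the list stood at -0.01 in Rfx2-/- replicate 1 and -1.93 in replicate 2, and at -0.64 and -0.58 in replicates 3 and 4. Without replicate 2 the median was -0.34. IFT genes were lower by camera (median -0.30, adjusted p 0.0299), with 17 of 24 below 0 and no call, and 9 lower and 2 higher genes at an unadjusted p under 0.05.

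Of the cell type markers, elongating spermatid markers were lower (median -0.76, camera adjusted p 2.70e-05, fry adjusted p 0.0569), with all 14 below 0 and no call, and 10 lower genes at an unadjusted p under 0.05. The CREM-bound genes were slightly lower (median -0.23, camera adjusted p 7.24e-05, fry adjusted p 0.206) with 7 lower and 1 higher call among 233. The genotypes overlapped in both lists. Wild type replicate 3 stood at -0.46 for the CREM-bound genes, below every knockout library (-0.34 to -0.12). For the elongating markers it stood at -0.68, below Rfx2-/- replicate 2 (-0.37). Meiotic prophase (0.38, camera adjusted p 0.00411) and round spermatid markers (0.33, camera adjusted p 0.0317) were higher by camera and not by fry. No difference past the camera threshold was found for BBS (-0.05) and transition zone genes (-0.10), whose direction reversed with total counts, or for Sertoli cell (0.16), Leydig cell (0.19), peritubular cell (0.13), macrophage (0.42), spermatogonia (0.00), late spermatocyte (0.01) or spermatid arrest (0.11) genes. Under fry 8 lists passed, namely P21 lower, P21 higher, primary ciliary dyskinesia, both promoter-bound lists, axonemal dynein chains, IFT and transition zone. With an estimated correlation only the P21 lower list passed.

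**Figure D3:**
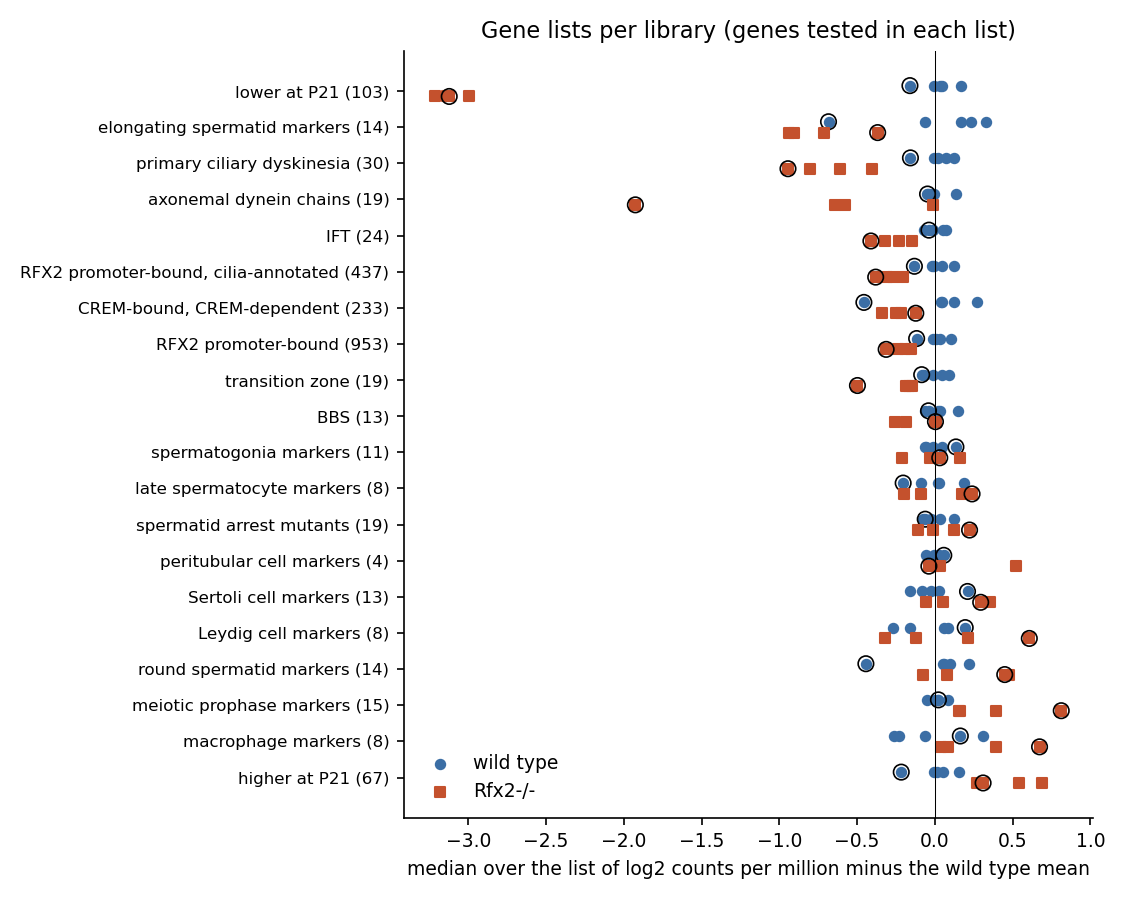
Each point is the median over one gene list of log2 CPM minus the mean of the wild type libraries (horizontal axis), for 5 wild type (circles) and 4 Rfx2-/- libraries (squares); numbers of genes tested are in brackets, and wild type replicate 3 and Rfx2-/- replicate 2 are ringed. The P21 lower list lies between -2.996 and -3.21 in the 4 knockout libraries, while the axonemal dynein chains spread from -0.01 to -1.93.

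Of 24 genes that the study names, most of them picked on these libraries, 23 were tested. Rab27b was not, because it had only 1 to 7 counts per library. Over all genes 16 were called, and 19 were called when adjusted over the list alone, which is not independent evidence. The lowest was Dnaic2 (chromosome 11), with 113.3 ± 18.3 CPM in wild type and 1.04 ± 0.30 CPM in Rfx2-/- testes, a log2 fold change of -6.73 (SE 0.24, edgeR adjusted p 5.28e-09). Drc1, Rsph9, Cfap53, Tekt4 and Ccdc40 were lower with log2 fold changes between -6.19 and -3.86, and Ccdc65, Armc4, Fndc3c1, Ccno, Fscn1, Zmynd10, Gtf2a1l, Tmem231 and Nek8 with values between -2.99 and -1.18. Fndc3c1 shared 12.7% of its transcript sequence with other genes, and Rsph9 overlaps Mrps18a. Ift81 and Ift74 were higher, by 0.95 (edgeR adjusted p 0.00362) and 0.94 (edgeR adjusted p 0.0103), below the 2-fold limit, and Ift74 overlaps Lrrc19. Both passed both limits with total counts (1.09 and 1.08), without Rfx2-/- replicate 1 (1.04 and 1.08) and without Rfx2-/- replicate 3 (both 1.09). Ift81 also did so with the length trend removed (1.08) and without wild type replicate 4 (1.014). Over the alternatives their adjusted p-values ranged up to 0.0150 for Ift81 and 0.0329 for Ift74. Nphp4, which overlaps Kcnab2, was lower (-1.56) with an edgeR adjusted p of 0.0188, above the limit. It was called by DESeq2 (-1.57), with the length trend removed (-1.52), without Rfx2-/- replicate 1 (-1.86) and without Rfx2-/- replicate 2 (-1.24), and its adjusted p ranged from 7.61e-05 to 0.0557 over the alternatives. Tctn1, which shared 23.9% of its sequence and overlaps Hvcn1, differed by 0.24 with an SE of 0.20.

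The calls of the transition protein genes depended on the test, on length correction and on Rfx2-/- replicate 2. Tnp1 had 1653 ± 497 CPM in wild type (SD, n = 5) and 762 ± 366 CPM in Rfx2-/- testes (SD, n = 4), a log2 fold change of -1.12 (SE 0.32, edgeR adjusted p 0.0416), and Tnp2 a log2 fold change of -0.77 (SE 0.27, edgeR adjusted p 0.0927), so neither was called. Without Rfx2-/- replicate 2, in which Tnp1 had 1309 CPM against 540.6 to 614.2 CPM in the other knockout libraries, the values were -1.51 (edgeR adjusted p 0.00109) for Tnp1 and -1.04 (edgeR adjusted p 0.00865) for Tnp2. Wild type replicate 3 had 864 CPM of Tnp1 against 1504 to 2134 CPM in the other wild type libraries, which also narrowed the difference between genotypes. With all 9 libraries Tnp1 was called by DESeq2 (-1.10, adjusted p 0.00566) and with the length trend removed (-1.17). The adjusted p of Tnp1 ranged from 0.00105 (length trend removed) to 0.113 (without Rfx2-/- replicate 4) over the alternatives.

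Among the other RFX family members only Rfx3 was called (chromosome 19, 27761721 to 28011166), with 51.4 ± 7.61 CPM in wild type and 15.7 ± 4.47 CPM in Rfx2-/- testes, a log2 fold change of -1.70 (SE 0.21, edgeR adjusted p 1.52e-04). Rfx1 was lower by 0.72 on the log2 scale with an SE of 0.34 and an edgeR adjusted p of 0.194. Rfx2-/- replicate 2 had 29.55 CPM of Rfx1 against 114.3 to 142.3 CPM in the other knockout libraries, and the log2 fold change without it was -0.41. Rfx4, Rfx5, Rfx6, Rfx7 and Rfx8 differed by less than 2 SE, and the direction of Rfx8 reversed with total counts. Rfx5 shared 22.3% of its transcript sequence with other genes.

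**Figure D4:**
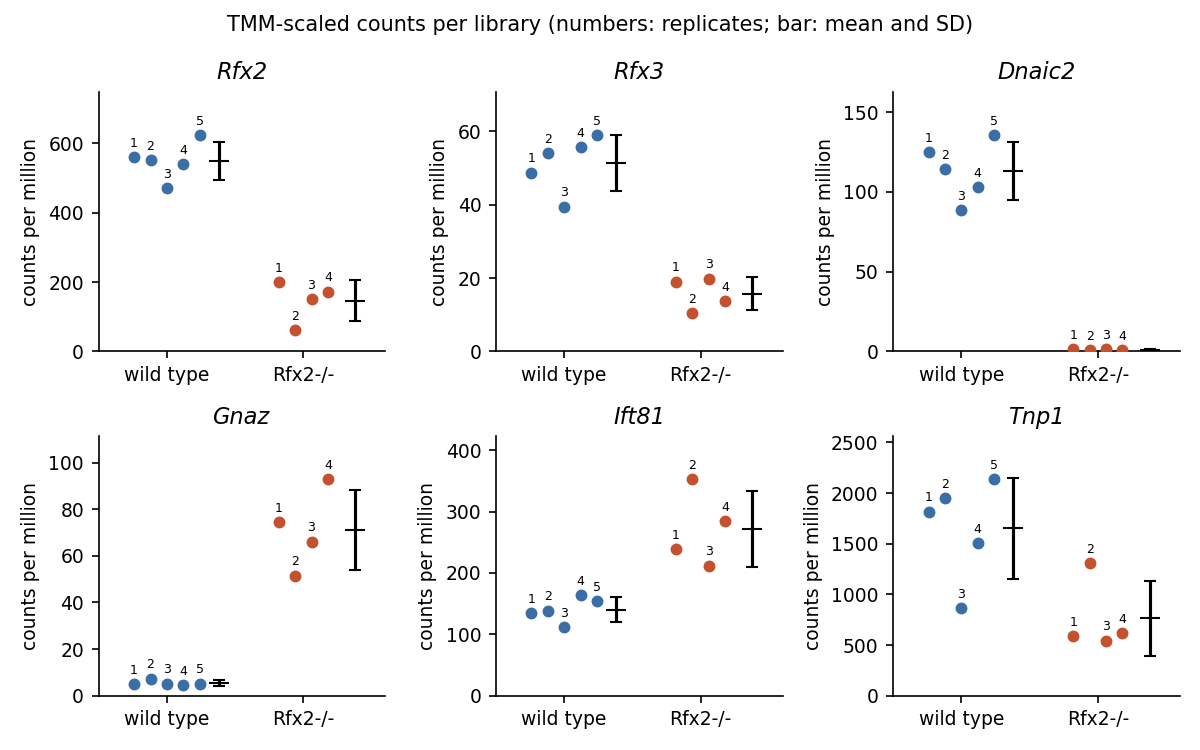
TMM-scaled CPM (vertical axis, from 0) of 6 genes in each wild type and Rfx2-/- library, numbered by replicate, with the mean and SD of each genotype beside the points. Rfx2 keeps 61.51 to 199.2 CPM in the knockout libraries. Tnp1 in Rfx2-/- replicate 2 lies within the wild type range, above only wild type replicate 3 (864 CPM).

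Because the targeted allele can carry neighbouring DNA of another strain, genes within 10 Mb of Rfx2 were compared with the remainder. They were called in 7 of 124 cases (5.65%) against 4.49% elsewhere, a difference that was not significant (odds ratio 1.27, 95% confidence interval 0.50 to 2.72, Fisher's exact p 0.51). The 7 genes were A530064D06Rik, which was higher, and Kif6, Pp2d1, Stap2, Prr22, Cntnap5c and Pdzph1, which were lower. Pp2d1 shared 24.3% of its transcript sequence with other genes and overlaps Rab5a. Prr22 (56770250 to 56772208) is next to Rfx2 and had a log2 fold change of -1.23 (SE 0.22, edgeR adjusted p 0.00289).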

Values the study reported

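At P30, the study reported 640 genes lower by over 2-fold in Rfx2-/- testes, 151 of them by 10-fold or more, and 128 genes higher by over 2-fold. At P21 it reported 106 lower genes, of which 95 were also lower at P30, and 67 higher genes, of which 9 were higher at both ages.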

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

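Tests of mixed RNA in Rfx2-/- replicate 2, of thinning Rfx2-/- replicate 1, and of depth, knockout RNA and stage in wild type replicate 3 were chosen only after the result was seen. Within each genotype the most extreme library was compared with the others by Dixon's gap ratio, in 14 groups of library measures, 40 of gene lists and 84 of named genes. Together 16 were outlying where chance gives about 6.9, and 6 of the 16 fell on Rfx2-/- replicate 2.

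Rfx2-/- replicate 2 stood apart in several measures. Its 10 most abundant genes took 3.67% of the counts (2.49% to 2.67% in the other knockout libraries), mitochondrial genes took 1.75% (0.85% to 0.95%), and its mean correlation with the wild type libraries was 0.9005 (0.9462 to 0.9538). Transition zone genes had a median of -0.498 relative to wild type there, against -0.187 to -0.148. Itgax had 8.36 CPM against 16.4 to 17.5, and Tnp1 1309 CPM against 540.6 to 614.2. Genes with under 2 kb of exons were raised by a median of 0.64 on the log2 scale and genes over 8 kb had a median of -0.67 relative to the other knockout libraries. A length trend removed 23.7% of the variance of its deviations and GC content 6.92%, so that neither accounted for the whole. Its total of 13.87 M counts lay within the range of the others, which argues against depth. The P21 lower list stood at -3.12 there, as low as in the other knockout libraries, which argues against wild type RNA in the sample. Loss of long transcripts may reflect RNA quality or size selection, which remain open because the reads were not analysed here, and a difference of that animal also remains open.

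In Rfx2-/- replicate 1 the total was 28.8 M counts (13.61 to 15.19 M in the other knockout libraries) and 19574 genes were detected (18582 to 18702). After thinning to the median total of the other libraries 18902 genes were detected, so that depth accounted for most of the excess and not all of it. With that library thinned 572 genes were called lower, of which 558 were among the 575. Olfr701 (0.0332 CPM against 0.0654 to 0.0682) and Gm12695 (0.0664 CPM against 0) were also outlying there, but these values are 1 or 2 counts, so counting error covers them.

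Round spermatid markers had a median of -0.443 in wild type replicate 3, against 0.06 to 0.22 in the other wild type libraries, and Rfx7 was at 60.4 CPM against 46.7 to 50.6. All 14 elongating spermatid markers were lowest in that library of the 5, with a median of -0.68, and the CREM-bound genes stood at -0.46. Its total of 14.34 M counts lay within the range of the other wild type libraries (13.57 to 14.38 M), which argues against depth. With the length trend removed the elongating markers still stood at -0.51, below the other wild type libraries. A share of knockout RNA large enough for these markers would lower the P21 lower list at least as far, and this list stood at -0.16. A candidate explanation is a testis at an earlier stage than the other 4. The 3 spermatid lists tested (round, elongating and CREM-bound) were all lowest there and meiotic prophase markers were not. Late spermatocyte markers were also lowest there (-0.20), and spermatid arrest genes were not (-0.062 against -0.078 in wild type replicate 1). The study describes germ cell populations as stable between these ages, which speaks against a difference of a single day. The pattern was found and tested on the same libraries, and the labels give the same age range for each mouse.

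The remaining outlying values were single ones. They were axonemal dynein chains in wild type replicate 4 (0.138 against -0.05 to 0.00), peritubular cell markers in Rfx2-/- replicate 3 (0.521 against -0.04 to 0.03, from 4 genes), Gnaz in wild type replicate 2 (7.36 CPM against 4.57 to 5.19) and Fscn1 in wild type replicate 5 (14.6 CPM against 10.2 to 11.3). No biological explanation was tested for them, and groups of this number would be outlying by chance.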

How the results depend on the processing

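Lower calls stayed more frequent than higher calls under each alternative run. Rfx2 was lower in each of the 19 fits that gave it a value, with an adjusted p under 0.01 except in the test against the fold threshold (-1.91, adjusted p 0.0282), which asks for a change beyond 2-fold and was added for this gene after seeing the data. The odds ratio of lower calls among promoter-bound genes stayed significant in each, and that of calls near Rfx2 stayed not significant, including windows of 5 Mb (1.80) and 20 Mb (1.46). Leaving out 1 library gave 447 (without Rfx2-/- replicate 4) to 632 (without Rfx2-/- replicate 2) lower calls. Of the 575 lower calls, 570 were shared with DESeq2, which called 693, and 563 with voom. No paired analysis was possible because the labels give the animals of the genotypes no shared number.

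Total counts without scaling factors raised the median of all genes to 0.163 from 0.032 and lowered the share of lower calls to 71.7% from 81.7%, with 483 lower calls. BBS genes then had a median of 0.0795, transition zone genes 0.031 and Rfx8 a value of 0.011, reversed in direction but below the shift of all genes. Small negative medians shrank without a change of direction. They were -0.047 for promoter-bound genes (from -0.18) and -0.13 for the cilia-annotated ones (from -0.26). CREM-bound genes then stood at -0.085 (from -0.23) and IFT genes at -0.17 (from -0.30). Removal of the length trend shifted the median of all genes to 0.104.

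Higher calls numbered 73 with a mean of at least 50 counts, 198 with DESeq2, 262 with an unadjusted p and 236 at an adjusted p of 0.05. The filter also left 79 genes lower over 10-fold, since fewer genes were tested. The test against the fold threshold is stricter by construction and left 272 lower, 29 higher, 46 lower over 10-fold and 9 of the genes the study names.

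The odds ratio of higher calls among bound genes became significant with DESeq2 (0.395), an unadjusted p (0.176), an adjusted p of 0.05 (0.196) and without Rfx2-/- replicate 2 (0.288). It ranged from 0.288 to 0.926 over the 9 fits that each left out 1 library. The cause was not tested.

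Among lists past the camera threshold, fry lost CREM-bound genes (-0.23, adjusted p 0.206), elongating spermatid (-0.76, 0.0569), meiotic prophase (0.38, 0.0888) and round spermatid markers (0.33, 0.265), and gained transition zone genes (-0.10, 0.0245). An estimated correlation lost these 4 and also axonemal dynein chains (-0.67), P21 higher (0.42), IFT (-0.30), primary ciliary dyskinesia (-0.69), promoter-bound (-0.18) and cilia-annotated bound genes (-0.26), with adjusted p-values from 0.196 to 0.619. Round spermatid markers were also lost with the length trend removed (0.31) and without Rfx2-/- replicate 2 (0.20). Sertoli cell markers passed with all genes tested (0.18). Lists near 0 changed sign. Spermatogonia markers were at -0.024 with the mean filter and -0.00118 with voom, and with voom late spermatocyte markers were at -0.00125 and Rfx7 at -0.00114. The cause was not tested.

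Over the fits that each left out 1 library, the medians ranged from -0.18 (without Rfx2-/- replicate 2, past the threshold) to 0.046 (without Rfx2-/- replicate 3) for BBS, from -0.32 to -0.23 for IFT (lost without wild type replicate 5 or Rfx2-/- replicate 3), from -0.15 (without Rfx2-/- replicate 2) to 0.39 for Leydig cell, from 0.14 to 0.27 for Sertoli cell (past the threshold without wild type replicate 3 or Rfx2-/- replicates 1 or 4), from -0.042 to 0.12 for late spermatocyte, from 0.20 to 0.43 for round spermatid (lost without wild type replicate 3 or Rfx2-/- replicates 2 or 4), from -0.0039 (without Rfx2-/- replicate 2) to 0.18 for spermatid arrest and from -0.12 to 0.11 for spermatogonia genes, and Rfx7 ranged from -0.074 (without Rfx2-/- replicate 1) to 0.22. Other results moved by over 1.5 times without a change of direction. Axonemal dynein chains ranged from -0.90 (without Rfx2-/- replicate 1) to -0.34 (replicate 2), transition zone genes from -0.26 (replicate 2) to -0.0011 (replicate 3), macrophage markers from 0.096 (replicate 2) to 0.55 (replicate 1), meiotic prophase markers from 0.20 (replicate 2) to 0.52 (replicate 3) and peritubular cell markers from 0.0046 (replicate 3) to 0.22 (replicate 1). Judged by the adjusted p limit alone, without the fold limit, the remaining changes of single named genes were 20 gains and 3 losses, the latter of Ift81 without wild type replicate 1 or 2 or Rfx2-/- replicate 4. Of the named genes, Rfx1 ranged from -0.90 (without Rfx2-/- replicate 1) to -0.41 (replicate 2), Rfx4 from -0.53 (replicate 1) to -0.11 (replicate 2), Rfx5 from 0.030 (replicate 1) to 0.17 (replicate 2), Tctn1 from 0.14 (replicate 1) to 0.44 (replicate 2), Rfx6 from -0.83 (replicate 1) to -0.33 (without wild type replicate 1) and Rfx8 from -0.18 (without Rfx2-/- replicate 4) to -0.013 (replicate 3). Depth limits genes with 3 or fewer counts in every library of a genotype, for which a fold against the floor is given in place of the fitted value.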

Other observations

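Tests of length for the elongating spermatid markers, of loss of late spermatids and of strain variants were chosen only after the result was seen. The other tests were set before their results, those of other tissues with lists written once raised genes had been noticed.

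Other divisions of the 9 libraries into 5 and 4 were tested, 100 drawn from the possible ones with the real one included. In 1 of the 100, the real one, there were as many lower calls, and the same held for higher calls (1 of 100), genes lower over 10-fold (1 of 100) and lower calls among promoter-bound genes (1 of 100). Another division gave at most 3 lower calls. Every other division mixed genotypes within a group, which widens the spread there, so this maximum does not estimate false calls. The gene lists behaved differently. As many lists past the camera threshold (11) were found in 12 of the 100 divisions, with a median of 7 lists and up to 15 in another division. The division with 15 had 1 knockout library among its 4, and such uneven divisions keep part of the genotype contrast. Divisions with 2 knockout libraries among the 4 also reached 11 and 12 lists. The number of lists past this threshold therefore cannot be read for or against an effect of genotype. Under fry, 8 lists passed and 1 of 100 divisions, the real one, gave as many, with up to 7 lists in another division. That division set wild type replicates 1, 2, 4 and 5 against the knockout libraries and wild type replicate 3. A median as large as the real one was reached in 1 of 100 divisions for the P21 lower, P21 higher, IFT, primary ciliary dyskinesia and cilia-annotated bound lists, in 2 for meiotic prophase, in 3 for elongating spermatid, round spermatid, axonemal dynein and promoter-bound, and in 18 for CREM-bound genes.

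The P21 lower list and the markers of late spermatids behaved differently. Of the tested genes of the list, 95 fell further than the most reduced elongating spermatid marker, Prm1 at -1.21, and the list was nearly even over the knockout libraries. This comparison cannot exclude loss of the most advanced cells. The study counts Tnp1 and Tnp2 mRNAs among those already present when the round spermatid stage ends, so these markers need not track that loss. The list was defined at P21, when the study saw only very early round spermatids and no defect by histology. Loss of later cells would therefore not explain the list at P21, and at P30 it stays open as a contribution. Cells of an intermediate stage without markers here also remain open. Removal of the length trend left the elongating spermatid markers at -0.74, which argues against length as the cause of their fall. The arrest of spermatids that the study reports by histology stays open as the cause for those markers. Of the P21 list, 27 genes also had RFX2 at their promoter.

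Genes raised in Rfx2-/- replicate 2 included Spink8 (64.6 CPM against at most 1.77 CPM in the other knockout libraries), Serpina1f (17.3 against 0.613) and Fabp4 (14.4 against 0.886), chosen after their values were seen. RNA from tissue next to the testis may be present, and lists without these genes were written to test this. A list of 28 epididymal genes summed to 3.24 times the mean of the other 3 knockout libraries, and 13 of the 20 genes with at least 10 counts over all libraries were highest there of the 4 knockout libraries. These sums were scaled by total counts alone. Crisp1 had 242 CPM against at most 0.799, Adam7 28.05 against 0.147 and Rnase9 9.88 against 0.174. However, Lcn5, Lcn8 and Gpx5 had 2, 0 and 1 counts and were near 0 in the other knockout libraries too, too few to show a direction. Cst12, Defb19 and Cst8, the bulk of the sum, are expressed in wild type testes too (71.6 to 120 CPM). Several members thus rose strongly, while others were nearly absent. The ratio, set mostly by the testis-expressed members, lies between the limits set, so epididymal RNA cannot be told apart from another source. A list of 16 fat cell genes summed to 2.32 times the others. Car3 had 20.98 against 0.174 CPM and Cfd 8.51 against 0.0694 CPM, but Plin1 was not raised. Fat RNA stays open, since this ratio also lies between the limits. Red blood cell genes summed to 1.49 times, under the limit of 2, which argues against blood.

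Axonemal dynein chains are long genes and were lowest in Rfx2-/- replicate 2. Length was a candidate explanation, but removing its trend closed only 30.9% of the gap to the nearest knockout library (-1.57 against -0.68 after removal), so length is not the whole cause.

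The 7 calls within 10 Mb of Rfx2 gave an odds ratio of 1.27, and strain DNA beside the allele cannot be told apart from the effect of genotype for these genes, since the interval of 0.50 to 2.72 allows both.

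Some genes were off in some libraries and on in others of the same genotype. With at most 0.5 CPM as off and at least 4 CPM as on, and at least 2 libraries in each state, there were 5, chosen after their values were seen, namely Rps3a3, Gm7853, BC061237, Dynlt1b and Apoc2. Dynlt1b had a median of 31.5 CPM in wild type replicate 4 and Rfx2-/- replicates 1, 2 and 3 and at most 0.131 CPM elsewhere. Of the 5, 3 shared at least 0.5 of their 50-base stretches with another gene, as read sharing between copies would need. Sharing acts on every library alike, so a difference between animals is needed too, and variants of the mixed strain background are a possible explanation. A comparison of pairs within 5 Mb decides nothing, since 0 of the 10 pairs lay that close. The 1 pair on the same chromosome, Gm7853 and BC061237, 8.40 Mb apart on chromosome 14, was alike in 8 of the 9 libraries. Pairs on different chromosomes were alike in 2 (Rps3a3 and BC061237) to 7 (Gm7853 and Apoc2) of the 9, so this value is little evidence for linked variants. With 5 genes and a single pair on the same chromosome, strain variants cannot be told apart from other differences between animals.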
